A study of Mus musculus with 20 samples. Its data were reported in "SGLT2 inhibition protects kidney function by SAM-dependent epigenetic repression of inflammatory genes under metabolic stress" (2025).

How the data were processed

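Kidney cortex RNA from 20 mice was analysed, 5 in each of 4 groups that the labels define by genotype (WT or SP) and treatment (placebo or MAT2Ai), all on HFD. The authors selected poly(A) RNA, made directional libraries, sequenced them on a NovaSeq, trimmed the reads, aligned them with STAR to mm10 and deposited raw counts per gene made by htseq-count with Ensembl release 78, with no scaling. The strand setting of the counting step is not stated, so reads of overlapping antisense transcripts could not be set apart. The files held 43430 genes, of which 42462 took their symbols and mm10 coordinates from GENCODE M21 (Ensembl release 96), and 968 IDs had neither. The 5 summary lines of each file were left out of library sizes and tests. Reads outside annotated genes were 3.87% to 5.50% of the uniquely aligned reads, ambiguous ones 0.702% to 0.794%, and there were 48.3 to 63.6 alignments of multiply mapped reads per 100 gene counts, so members of close gene families are counted in part only. Gene counts per library ranged from 53296824 to 79339949.

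Genes were filtered with filterByExpr and scaled with TMM factors, and 16152 remained. The main test was the edgeR 4.0.16 quasi-likelihood test (glmQLFit and glmQLFTest, default settings, R 4.3.3) on all 20 libraries with 1 coefficient per group, 1 estimate of the spread and no covariates. P values were adjusted over all tested genes by the Benjamini-Hochberg method, and genes at an adjusted p under 0.05 were said to rise or fall. Every gene-level p in the text comes from this model unless another tool is named. The SE of a log2 fold change is its size divided by the square root of the F statistic. The 5 comparisons of groups and the interaction of genotype and treatment came from the same model. At an adjusted p under 0.1 the genes higher in SP MAT2Ai than in SP placebo were counted as a methionine-regulated set.

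Fixed gene lists were written before the data were examined, and 35 of them had at least 5 measured members. They were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2, a preset correlation of 0.01 within lists and a trend of the variance, with p adjusted over the 35 lists by Benjamini-Hochberg. Camera with a correlation estimated for each list and fry were run beside it, since a preset correlation takes the genes of a list as nearly independent. The wording of the plan could also be read as camera on negative binomial z-scores, so that version was added. "Adjusted over the list alone" means that the gene p values of 1 list were adjusted among its members. A list score is the mean over the list of log2 CPM after each gene's mean over all libraries was taken away, and scores of 2 groups were compared by all exact permutations.

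Genes were named by a rule fixed before the data were examined. For each comparison it takes the genes the study names, then, among genes past the threshold with a mean log2 CPM of at least 0, the 8 largest rises, the 8 largest falls and the 4 smallest p not yet taken, passing over predicted gene models. Where fewer than 5 genes passed it takes all of them and the 5 with the smallest p as values, and it takes up to 4 members with the smallest p of each list described. Some genes that this rule takes are not reported here. The comparisons, lists, tests and most alternatives were also fixed before the data were examined. Chosen after seeing the data were the fits that leave out pairs of libraries, the likelihood ratio and exact tests on the compared groups alone, the robust fit, the z-score version of camera, the exact permutation of list scores, and the 2 contrasts averaged over genotype or treatment.

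Each script was tested on simulated counts with 200 changed genes among 16152. For SP MAT2Ai against SP placebo the main test recovered 53.7%, 68.7% and 89.4% of genes changed 1.5, 2 and 4 times, and 6.00% of its calls were false. The false share for that comparison was 16.7% with DESeq2, 13.8% with the likelihood ratio test, 2.14% with limma-voom and 16.8% with the likelihood ratio test on the compared groups alone. Over all comparisons it lay between 2.65% and 9.24% for the main test, the highest for MAT2Ai over both genotypes, where limma-voom gave 10.2%. Of 100 unchanged lists camera gave an unadjusted p under 0.05 to between 1 and 5 over all comparisons, and to between 1 and 6 with estimated correlations. These rates hold for simulated lists and do not carry over to the real ones. The estimated correlation within the AP-1 and immediate early list, for example, was 0.494. For WT MAT2Ai against WT placebo 48 of 100 regroupings of the libraries, the true one included, called at least 12 of 35 lists.

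Whether replicate numbers pair the animals was checked before the fits were compared. Deviations from the group means correlated at −0.0158 on average over 30 pairs of same-numbered libraries, 4 of them over 0.1, and 6 of 20 libraries had their own number as best match, so the number was not fitted as a block in the main test. No pair of libraries within a group held copies of the same counts (chi-square per degree of freedom from 19.5 to 345 over 40 pairs).

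Alternatives were DESeq2 1.42.0, the edgeR likelihood ratio test, limma-voom with sample weights, size factors of DESeq2, upper quartile factors and library totals in place of TMM, no filter, at least 1 CPM in 5 libraries, library sizes without mitochondrial genes and the 20 most abundant genes, only the compared groups in the fit, the replicate number as a block, other thresholds, and each library left out in turn. A gene named in the text was taken as reversed under an alternative only where it passed the threshold in either fit and its sign changed. For each comparison 100 regroupings of its libraries were refitted with a fixed seed. For the question of reversal, data were simulated 100 times with no reversal (and again, after the results were seen, 100 times without the libraries labelled SP placebo 1 and 2 and 20 times for genes with p under 0.05 in either comparison), and the SP placebo group was divided 20 ways so that no library served both fold changes. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.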

Results

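RNA from kidney cortex was sequenced in male C3H mice on HFD, either WT or carrying the Sweet Pee (SP) missense mutation of *Slc5a2*, the gene for the glucose carrier SGLT2. After 8 weeks of HFD the mice received 8 weeks of placebo or of a MAT2A inhibitor (MAT2Ai) at 10 mg/kg by injection 3 times a week, which gave 4 groups of 5 libraries: WT HFD placebo, WT HFD MAT2Ai, SP HFD placebo and SP HFD MAT2Ai. Each of the 20 libraries held between 53296824 and 79339949 reads counted in genes, of which 12.4% to 22.2% came from the mitochondrial genome. After genes with few counts were left out, 16152 genes were tested in every comparison. The first principal component, 23.9% of the variance, set apart 3 libraries of the WT HFD MAT2Ai group, replicate 2 at −39.1, replicate 3 at −28.9 and replicate 4 at −15.4, while all 17 others lay between −3.93 and 13.4.

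*Slc5a2* (ENSMUSG00000030781, mm10 chromosome 7, 128265657 to 128272430) was measured first in every library, because it is the gene that carries the SP mutation. It stood at 371, 518, 380, 405 and 448 CPM (counts scaled to library size) in WT HFD placebo replicates 1 to 5 and at 415, 229, 390, 325 and 385 CPM in WT HFD MAT2Ai. The SP HFD MAT2Ai libraries held 72.6, 47.0, 43.5, 86.0 and 60.0 CPM. In the SP HFD placebo group replicates 3 to 5 held 70.1, 40.3 and 56.7 CPM, but the libraries labelled SP placebo 1 and 2 held 241 and 282 CPM, far above the other SP libraries (40.3 to 86.0 CPM) and inside the WT range of 229 to 518 CPM, where only WT HFD MAT2Ai replicate 2 was lower. Every direction below that is drawn from the SP HFD placebo group rests in part on the libraries labelled SP placebo 1 and 2. The numbers of genes and lists that pass without them are given beside the main ones for 2 comparisons and the interaction. These comparisons set SP HFD placebo against SP HFD MAT2Ai and against WT HFD placebo. For the contrasts averaged over genotype or treatment only the numbers of genes are given beside the main ones.

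**Figure D1:**
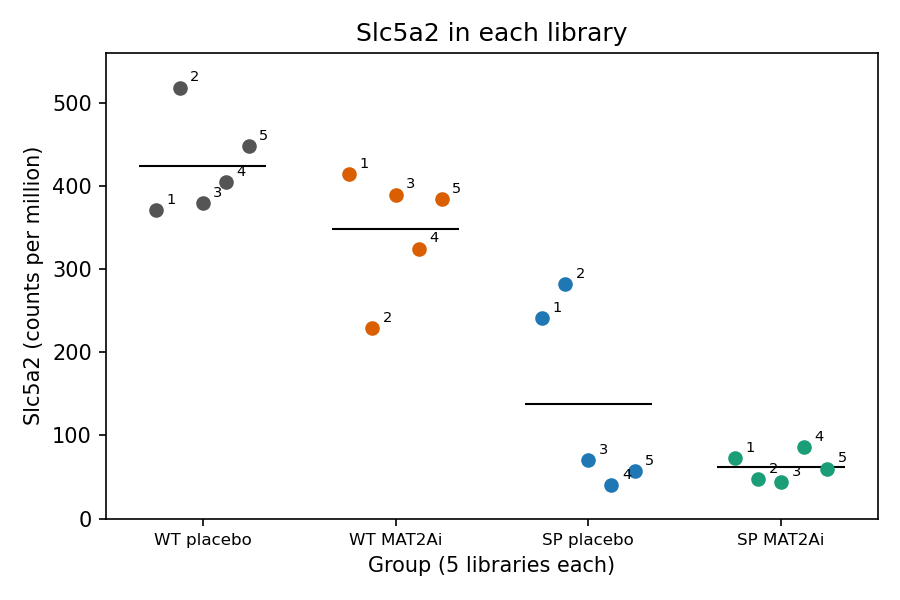
*Slc5a2* in each library, in CPM, by group; the number beside each point is the replicate and the line is the group mean (n = 5). The libraries labelled SP placebo 1 and 2 lie above all other SP libraries and below every WT library except WT MAT2Ai replicate 2.

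The first comparison asked what the inhibitor did in SP kidneys. *Ly6e*, a membrane protein of lymphoid and epithelial cells that is also raised by interferon, rose in SP HFD MAT2Ai over SP HFD placebo by a log2 fold change of 1.59 ± 0.25 (SE; 232 ± 111 against 76.9 ± 7.71 CPM, mean ± SD, n = 5 each; edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0209). A further 2 genes of low abundance rose, *Dscaml1*, a neuronal adhesion molecule (3.72 ± 0.56, adjusted p = 0.0209), and *Psrc1*, a microtubule protein that p53 controls (2.63 ± 0.41, adjusted p = 0.0209). *Ly6e* (ENSMUSG00000022587) lies on mm10 chromosome 15, 74955051 to 74959905. No gene fell. Next by p value among genes with a mean log2 CPM of at least 0 came *Phlda3*, a p53-induced brake on AKT (1.59 ± 0.28, adjusted p = 0.0689), *Exoc4* of the exocyst (0.50 ± 0.09, 0.0691), *Ccng1*, the p53-induced cyclin G1 (0.85 ± 0.16, 0.112), *Mdm2*, the ligase that removes p53 (0.43 ± 0.09, 0.148), and *Mgmt*, which repairs alkylated guanine (0.83 ± 0.18, 0.237). *Mat2a* itself, whose product the drug blocks, had a log2 fold change of 0.09 ± 0.14 (adjusted p = 0.989).

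The 3 genes of this comparison were lost, leaving 0, without any 1 of SP placebo 1 to 5 or SP MAT2Ai 2. The count became 7 without SP MAT2Ai 4, and 0 passed without both of the libraries labelled SP placebo 1 and 2. *Ly6e* stood at 68.3 to 88.0 CPM in the SP HFD placebo libraries and at 149 to 421 CPM in the SP HFD MAT2Ai libraries. These ranges do not overlap, so the lost calls do not show that the rise of *Ly6e* rests on single libraries. DESeq2 called 24 genes, the edgeR likelihood ratio test 20 and limma-voom with sample weights 17, while 956 genes had an unadjusted p under 0.05 where 808 were expected by chance.

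The p53 targets gave the clearest group response in SP kidneys. Of 30 measured members 0 passed over all genes, but 10 rose adjusted over the list alone, 26 had positive log2 fold changes, and the list was higher as a whole (camera adjusted p = 2.13e-15 and adjusted p = 0.00655 with an estimated correlation, fry adjusted p = 0.00205). Its strongest members were *Phlda3*, *Eda2r*, a death receptor of the TNF family (2.38 ± 0.43, adjusted p = 0.0691), *Ccng1* and *Mdm2*. By camera 14 of 35 lists passed (15 without the libraries labelled SP placebo 1 and 2, of which 12 were the same), and this was the only 1 to pass with an estimated correlation. All 5 SP HFD MAT2Ai libraries scored above all 5 SP HFD placebo libraries on this list (0.02 to 0.36 against −0.41 to −0.20; exact permutation p = 0.00794, the smallest that 5 against 5 can give, and adjusted p = 0.139), and NRF2 targets gave the same p and adjusted p.

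AP-1 and immediate early genes, which answer growth factors and stress within minutes, were also higher in SP HFD MAT2Ai as a list (camera adjusted p = 9.28e-12 and adjusted p = 0.300 with an estimated correlation). Of 26 measured members 0 passed over all genes and 10 rose adjusted over the list alone, among them *Fos* (3.30 ± 0.74, adjusted p = 0.261 over all genes), *Egr1* (2.73 ± 0.63, 0.312), *Fosb* (2.89 ± 0.71, 0.370, and 1.65 without SP HFD MAT2Ai replicate 5) and *Ier5* (0.76 ± 0.19, 0.447). *Jun* stood at 1.14 ± 0.33 (adjusted p = 0.666) and *Junb* at 1.09 ± 0.40 (0.833). The libraries differed widely: SP HFD MAT2Ai replicates 2, 3 and 5 scored 0.41, 0.54 and 0.89 on the list, but replicates 1 and 4 scored −0.32 and −0.32, inside the placebo range of −0.64 to −0.15. Because the study reported AP-1 and NF-kB signalling in this mouse model, these lists are not independent evidence for it. NF-kB components and regulators were higher as a list with 16 of 20 members positive and 0 past (camera adjusted p = 0.00988, 0.140 without SP HFD MAT2Ai replicate 2, and adjusted p = 0.477 with an estimated correlation), led by *Tab2* (0.20 ± 0.08) and *Nfkbiz* (0.79 ± 0.36, adjusted p = 0.833 for both). Cytokine and adhesion targets of NF-kB did not pass as a list (adjusted p = 0.470), with *Icam1* at 0.53 ± 0.34 (0.948) and *Il1b* at 0.58 ± 0.40 (0.959). Only 18 of the 24 genes of this list were measured. *Tnf* (highest library 0.191 CPM), *Il6* (0.155 CPM), *Il1a*, *Ccl20*, *Csf2* and *Sele* had too few counts and were tested in no comparison. The study measured *Tnf* and *Il6* in renal cortex by RT-qPCR, and the list cannot speak to either gene.

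Several metabolic lists passed in SP kidneys, in both directions and without any member passing over all genes, while gluconeogenesis (camera adjusted p = 0.412), ketone body genes (0.957) and fatty acid synthesis (0.702) did not. Fatty acid oxidation and PPARα targets were positive in 28 of 29 members (camera adjusted p = 2.33e-05 and adjusted p = 0.300 with an estimated correlation), for example *Ehhadh* of peroxisomal oxidation (0.32 ± 0.09, adjusted p = 0.586) and *Cpt2* (0.25 ± 0.10, 0.833). NRF2 targets, which detoxify electrophiles, were positive in 18 of 19 (4.18e-05 and adjusted p = 0.300 with an estimated correlation), with 1 member, *Ephx1*, higher adjusted over the list alone (0.55 ± 0.13, 0.359 over all genes). Glycolysis was higher as a list (0.0136, 0.207 without SP placebo 1, and adjusted p = 0.371 with an estimated correlation, with *Gapdh* 0.15 ± 0.06, *Aldoa* 0.11 ± 0.06), and so were the mitochondrially encoded mRNAs, all 13 positive (1.90e-04 and adjusted p = 0.477 with an estimated correlation, with *mt-Nd6* 0.38 ± 0.14). Cholesterol synthesis was lower, 17 of 20 negative (0.00106 and adjusted p = 0.300 with an estimated correlation, with *Srebf2* −0.19 ± 0.08), as was the unfolded protein response (0.0212, 0.146 without SP placebo 5, and adjusted p = 0.628 with an estimated correlation, with *Sdf2l1* −0.56 ± 0.24).

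Endothelial, lymphocyte, macrophage and erythroid markers were lower with the inhibitor in SP kidneys, while neutrophil (adjusted p = 0.265, 6 of 7 positive), podocyte (0.822) and adipocyte markers (0.148) did not pass. Endothelial markers had 5 of 12 members lower adjusted over the list alone and 0 over all genes (camera adjusted p = 2.79e-07 and adjusted p = 0.300 with an estimated correlation), among them *Cdh5*, which joins endothelial cells (−0.51 ± 0.19), *Plvap* (−0.65 ± 0.25), *Pecam1* (−0.48 ± 0.18) and *Esam* (−0.61 ± 0.24). Lymphocyte markers were negative in 15 of 16 (2.44e-05 and adjusted p = 0.300 with an estimated correlation, with *Trac* −0.82 ± 0.33, *Ighm* −1.27 ± 0.56 but −0.37 without SP placebo 5), macrophage and dendritic cell markers in 16 of 18 (3.98e-05 and adjusted p = 0.371 with an estimated correlation, with *C1qc* −0.38 ± 0.19, *C1qa* −0.47 ± 0.25), and erythroid markers in 7 of 8 (2.70e-04 and adjusted p = 0.300 with an estimated correlation, with *Hba-a1* −0.85 ± 0.29, *Alas2* −0.98 ± 0.35). Fibrosis and matrix genes, 18 of 25 negative, were lower as a list (1.10e-04 and adjusted p = 0.477 with an estimated correlation, with *Tgfb1* −0.39 ± 0.14, *Sparc* −0.42 ± 0.16). The genes of the methionine cycle did not pass as a list (adjusted p = 0.768, median 0.03 and mean −0.00), nor did PRC2 and H3K27 methylation (0.145), where *Jarid2*, a PRC2 cofactor, was the 1 member higher adjusted over the list alone (0.52 ± 0.15, 0.591 over all genes). Tubular injury markers did not pass (0.412, with *Havcr1* 0.21 ± 0.78, adjusted p = 0.995).

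At an adjusted p under 0.1, the looser threshold taken for a methionine-regulated set, 6 genes were higher in SP HFD MAT2Ai than in SP HFD placebo: *Ly6e*, *Dscaml1*, *Psrc1*, *Phlda3*, *Exoc4* and *Eda2r*. This count fell to 1 without SP placebo 1, to 3 without SP placebo 3, SP placebo 4, SP MAT2Ai 1 or SP MAT2Ai 2, and to 0 without both of the libraries labelled SP placebo 1 and 2. It was 30 with DESeq2, 21 with the likelihood ratio test and 35 with limma-voom.

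The second comparison asked the same of WT kidneys, where no gene passed. The smallest adjusted p with edgeR quasi-likelihood was 0.129, shared by genes that included *Cdkn1a*, the p53-induced cell cycle inhibitor p21 (3.45 ± 0.65; 63.4 ± 97.3 against 5.79 ± 1.21 CPM, n = 5 each, and 1.78 without WT HFD MAT2Ai replicate 2, which held 237 CPM), *Ephx1*, an NRF2 target that hydrolyses epoxides (0.70 ± 0.13), *Rsrc2* (0.33 ± 0.06) and *Sulf2*, which trims heparan sulfate (0.74 ± 0.14). *Havcr1*, the kidney injury molecule KIM-1, stood at 3.06 ± 0.83 (281 ± 522 against 33.7 ± 9.99 CPM, adjusted p = 0.155) and at 0.50 without WT HFD MAT2Ai replicate 2, which held 1214 CPM. *Malat1* stood at 0.98 ± 0.26 (0.155) and *Mat2a* at 0.37 ± 0.14 (0.231).

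Against these 0 genes, 2540 had an unadjusted p under 0.05 where 808 were expected by chance, and DESeq2 called 223, the likelihood ratio test 178 and limma-voom 2. The number became 20 without WT MAT2Ai 1, 3 without WT MAT2Ai 3, 27 without WT MAT2Ai 4 and 20 without WT MAT2Ai 5.

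The injury list had the most members higher adjusted over the list alone in WT kidneys, though the p53 list had the smaller p by each test. Tubular injury markers had 22 of 26 members higher adjusted over the list alone and 0 over all genes (camera adjusted p = 8.50e-09 and adjusted p = 0.678 with an estimated correlation), for example *Lcn2*, an acute phase lipocalin (6.40 ± 1.38, adjusted p = 0.129), *Krt20* (5.54 ± 1.27) and *Krt18* (1.67 ± 0.41), keratins of injured epithelium. Most of that came from 1 library: WT HFD MAT2Ai replicate 2 scored 2.86 on this list and the next highest library, replicate 3 of the same group, 0.89. The p53 targets had 18 of 30 members higher adjusted over the list alone (1.21e-09 and adjusted p = 0.0528 with an estimated correlation, fry adjusted p = 0.00103), led by *Gtse1* (3.21 ± 0.59), *Cdkn1a*, *Phlda3* (1.35 ± 0.28) and *Eda2r* (2.08 ± 0.43), and all 5 inhibitor libraries scored above all 5 placebo libraries (0.14 to 0.87 against −0.41 to −0.21; exact permutation p = 0.00794, adjusted p = 0.222). NRF2 targets had 6 of 19 higher adjusted over the list alone (9.18e-05 and adjusted p = 0.678 with an estimated correlation, with *Mt2* 2.54 ± 0.63, *Mt1* 1.92 ± 0.51), interferon response genes 9 of 24 (0.00131, 0.577 without WT HFD MAT2Ai replicate 5, and adjusted p = 0.678 with an estimated correlation, with *Gbp2* 2.11 ± 0.62, *Psmb8* 2.20 ± 0.66), and the unfolded protein and integrated stress response 4 of 18 (0.0112, 0.0736 without WT placebo 1, and adjusted p = 0.678 with an estimated correlation, with *Asns* 1.20 ± 0.35, *Psat1* 1.42 ± 0.44). Without WT HFD MAT2Ai replicate 2 the values were 2.08 for *Lcn2*, 2.11 for *Krt20*, 0.88 for *Krt18*, 2.09 for *Gtse1*, 0.88 for *Mt2*, 0.63 for *Mt1*, 0.43 for *Asns* and 0.39 for *Psat1*, and without replicate 5 they were 0.51 for *Gbp2* and 0.15 for *Psmb8*.

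AP-1 and immediate early genes were higher as a list in WT kidneys too, with 11 of 26 members higher adjusted over the list alone (camera adjusted p = 0.00131, 0.0923 without WT HFD MAT2Ai replicate 2, and adjusted p = 0.678 with an estimated correlation), with *Maff* (1.33 ± 0.40, 0.63 without that library) and *Gadd45g* (1.67 ± 0.52) in front, while *Fos* stood at −0.33 ± 0.68 (adjusted p = 0.841) and *Egr1* at −0.05 ± 0.59 (0.978). Of 100 regroupings of the libraries 40 gave this list a p as small in WT and 7 in SP. Cytokine and adhesion targets of NF-kB had 4 of 18 higher adjusted over the list alone (0.00660 and adjusted p = 0.678 with an estimated correlation, with *Tnfrsf1b* 1.87 ± 0.56 but 0.45 without replicate 2, *Ptgs2* 1.24 ± 0.39), and NF-kB components 0 of 20 (0.0418, 0.389 without WT HFD MAT2Ai replicate 2, and adjusted p = 0.678 with an estimated correlation, with *Nfkbiz* 1.06 ± 0.36 but 0.42 without it). Markers of the healthy proximal tubule were lower: S1 and S2 markers in 14 of 16 (0.00131 and adjusted p = 0.678 with an estimated correlation, with *Slc4a4* −0.25 ± 0.08, *Slc22a6* −0.28 ± 0.11) and S3 genes in 10 of 14 (0.0136, 0.111 without WT HFD MAT2Ai replicate 5, and adjusted p = 0.678 with an estimated correlation, with *Slco1a1* −0.51 ± 0.22). Ketone body genes (0.0474, 0.104 without WT HFD MAT2Ai replicate 1) and lymphocyte markers (0.0474, 0.307 without WT placebo 2, with *Cd3d* −0.82 ± 0.42) were lower as lists, each with adjusted p = 0.678 with an estimated correlation.

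**Figure D2:**
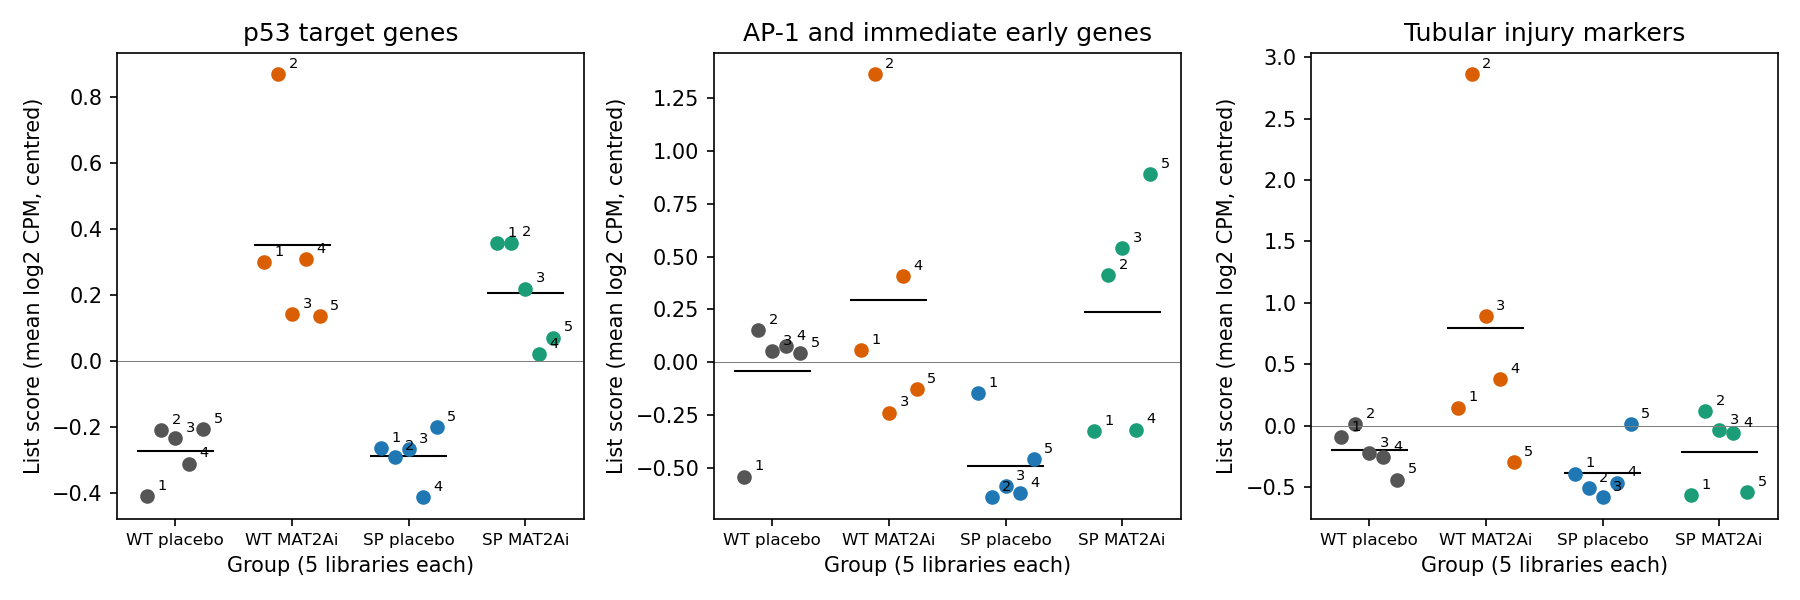
Score of 3 gene lists in each library, the mean over a list of log2 CPM less each gene's mean over all 20 libraries; numbers are replicates and lines are group means (n = 5). The p53 list separates inhibitor from placebo in both genotypes, and the injury list is led by WT MAT2Ai replicate 2.

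The third comparison asked what the SP mutation did without the inhibitor, where no gene passed. Among the smallest p values were those of *Reep6* (−0.69 ± 0.13, edgeR quasi-likelihood adjusted p = 0.271), which shapes the endoplasmic reticulum, *Pycard*, the inflammasome adaptor (1.06 ± 0.22, 0.399), *Chl1*, an adhesion molecule (1.03 ± 0.22, 0.407), and *Bhmt*, which makes methionine from homocysteine (−1.33 ± 0.29, 0.407). *Slc5a2* had a log2 fold change of −1.62 ± 0.40 (138 ± 114 against 424 ± 60.5 CPM, n = 5 each, adjusted p = 0.855), its spread set by the libraries labelled SP placebo 1 and 2. *Pycard* (ENSMUSG00000030793, mm10 chromosome 7, 127989708 to 127993867) lies beside *Slc5a2* and read 3.41 CPM in SP placebo 2 and 2.46 CPM in SP placebo 1, against 1.14 to 2.92 CPM in WT HFD placebo.

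Against these 0 genes, 606 had an unadjusted p under 0.05 where 808 were expected by chance, DESeq2 called 8, the likelihood ratio test 7 and limma-voom 4, and 1 passed without WT placebo 2. Without the libraries labelled SP placebo 1 and 2, 1 gene passed.

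In this comparison 13 lists passed, 12 of them lower (11 without the libraries labelled SP placebo 1 and 2, 10 of them lower), and 0 with an estimated correlation. Mitochondrially encoded mRNAs were negative in all 13 members, 2 of them lower adjusted over the list alone (camera adjusted p = 1.10e-06 and adjusted p = 0.615 with an estimated correlation, with *mt-Co2* −0.38 ± 0.12, *mt-Nd6* −0.41 ± 0.14). AP-1 and immediate early genes were negative in 21 of 26 (4.25e-06 and adjusted p = 0.615 with an estimated correlation, with *Fos* −1.93 ± 0.72, *Egr1* −1.54 ± 0.62, *Ccn1* −0.88 ± 0.32), as were NF-kB cytokine and adhesion targets in 14 of 18 (0.0108, 0.152 without WT placebo 2, and adjusted p = 0.615 with an estimated correlation, with *Ptgs2* −1.03 ± 0.41). Interferon response genes were negative in 23 of 24 (4.80e-04 and adjusted p = 0.777 with an estimated correlation, with *Ifi44* −0.42 ± 0.22) and fibrosis and matrix genes in 20 of 25 (1.22e-04 and adjusted p = 0.615 with an estimated correlation, with *Tagln* −0.43 ± 0.16). Proliferation genes were lower as a list (0.0301, 0.798 without WT placebo 2, and adjusted p = 0.777 with an estimated correlation, with *Mcm5* −0.36 ± 0.18). The 1 list that was higher held S3 and androgen-responsive proximal tubule genes, 12 of 14 positive (0.00113 and adjusted p = 0.615 with an estimated correlation, with *Cyp2e1* 0.27 ± 0.13, *Slco1a1* 0.43 ± 0.22).

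Of the lists of markers of cells other than the proximal tubule 6 were lower in SP HFD placebo, while those of the distal convoluted tubule (camera adjusted p = 0.542), collecting duct (0.342), adipocytes (0.459) and erythroid cells (6 of 8 members positive) did not pass. Macrophage and dendritic cell markers were negative in 17 of 18 (camera adjusted p = 1.22e-04 and adjusted p = 0.615 with an estimated correlation, with *C1qc* −0.41 ± 0.18, *Laptm5* −0.33 ± 0.15), lymphocyte markers in 15 of 16 (3.91e-04 and adjusted p = 0.615 with an estimated correlation), and neutrophil markers in 7 of 7 (0.00367, 0.196 without SP placebo 4, and adjusted p = 0.615 with an estimated correlation, with *Csf3r* −0.46 ± 0.39). Podocyte markers were negative in 10 of 10 (9.71e-04 and adjusted p = 0.615 with an estimated correlation, with *Cdkn1c* −0.37 ± 0.14), endothelial markers in 12 of 12 (0.0119, 0.356 without WT placebo 2, and adjusted p = 0.777 with an estimated correlation, with *Plvap* −0.33 ± 0.25) and thick ascending limb markers in 9 of 9 (0.0301, 0.243 without SP placebo 2, and adjusted p = 0.777 with an estimated correlation, with *Umod* −0.30 ± 0.20). The p53 targets did not pass (adjusted p = 0.926), and of the methionine cycle only *Bhmt* was lower adjusted over the list alone.

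The fourth comparison set SP HFD MAT2Ai against WT HFD MAT2Ai and asked how the genotypes differed under the inhibitor. *Slc5a2* fell by a log2 fold change of −2.50 ± 0.42 (61.8 ± 17.7 against 348 ± 74.6 CPM, n = 5 each, edgeR quasi-likelihood adjusted p = 0.0223), and 298 genes changed, 104 higher and 194 lower. *Ehhadh*, the peroxisomal bifunctional enzyme, rose by 0.61 ± 0.09 (0.0223), and of the genes with the largest rises at a mean log2 CPM of at least 0 *Col19a1*, a basement membrane collagen, rose by 1.32 ± 0.30 (0.0412), *Pycard* by 1.04 ± 0.22 (0.0311), *Prok1* by 1.04 ± 0.26 (0.0450), *Mpped1* by 0.97 ± 0.22 (0.0420), *Chl1* by 0.90 ± 0.22 (0.0438), the carboxylesterase *Ces2b* by 0.89 ± 0.21 (0.0422) and *Gpc1* by 0.87 ± 0.19 (0.0370). The largest falls above that abundance were those of acute phase and injury genes that were high in a few WT HFD MAT2Ai libraries: the fibrinogen genes *Fgg* (−6.41 ± 1.37, 0.0346, and −1.94 without WT HFD MAT2Ai replicate 2) and *Fga* (−4.14 ± 1.05, 0.0469, but −0.57 without replicate 2 and 0.17 without replicates 2 and 3), *Lcn2* (−5.90 ± 1.34, 0.0399, and −1.59 without replicate 2) and *Lrg1* (−3.60 ± 0.91, 0.0465, and −0.40 without replicate 2). *Ceacam2* (−2.64 ± 0.62, 0.0422), the lipid droplet gene *Plin4* (−2.48 ± 0.55, 0.0363, and −1.38 without replicate 2) and the TNF receptor *Tnfrsf1b* (−2.34 ± 0.57, 0.0432, and −0.93 without replicate 2) fell, as did *Fxyd5* (−0.91 ± 0.14) and *H2-Q10* (−1.43 ± 0.24; 0.0223 each). Of the genes the study names, *Tagln* (−0.89 ± 0.16, 0.0248) and *Acta2* (−0.80 ± 0.19, 0.0422), both of contractile myofibroblasts, fell, and *Havcr1* stood at −3.13 ± 0.83 (0.0527) and at −0.57 without WT HFD MAT2Ai replicate 2.

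This count hung on single animals. It was 611 without WT MAT2Ai 1, 177 without WT MAT2Ai 3, 774 without WT MAT2Ai 4, 769 without WT MAT2Ai 5, 38 without SP MAT2Ai 1, 1 without SP MAT2Ai 2 and 0 without SP MAT2Ai 3 or SP MAT2Ai 5, and it was 0 without both WT MAT2Ai 2 and 3, against 3524 genes with an unadjusted p under 0.05 in all libraries. With library totals alone in place of TMM factors it was 42 higher and 439 lower, and when only these 2 groups were fitted it was 2. DESeq2 called 1245 genes, the likelihood ratio test 945 and limma-voom 397.

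Under the inhibitor 4 lists were higher and 10 lower in SP HFD MAT2Ai than in WT HFD MAT2Ai, 0 with an estimated correlation. Tubular injury markers had 8 of 26 members lower over all genes and 19 lower adjusted over the list alone (camera adjusted p = 3.75e-07 and adjusted p = 0.450 with an estimated correlation), with *Plaur*, the urokinase receptor (−1.44 ± 0.25, adjusted p = 0.0226), *Anxa2* (−1.41 ± 0.31, 0.0354) and *Cryab* (−2.08 ± 0.47, 0.0412, and −1.30 without WT HFD MAT2Ai replicate 3) beside *Lcn2*. Fibrosis and matrix genes had 6 of 25 lower, 13 adjusted over the list alone (1.69e-10 and adjusted p = 0.404 with an estimated correlation, fry adjusted p = 0.0316, with *Tgfb1* −0.69 ± 0.14). Macrophage and dendritic cell markers had 4 of 18 lower (3.75e-10 and adjusted p = 0.404 with an estimated correlation, fry adjusted p = 0.0254), *C1qb* (−0.93 ± 0.19), *C1qc* (−0.90 ± 0.19), *Laptm5* (−0.61 ± 0.15) and *Cd68* (−1.20 ± 0.30). The unfolded protein and integrated stress response had 3 of 18 lower (7.99e-07 and adjusted p = 0.404 with an estimated correlation, fry adjusted p = 0.0382), *Asns* (−1.52 ± 0.35, −0.75 without WT HFD MAT2Ai replicate 2), *Trib3* (−1.99 ± 0.46, −1.06 without it) and *Phgdh* (−1.04 ± 0.26), and cholesterol synthesis 3 of 20 (0.00297, 0.0559 without WT HFD MAT2Ai replicate 1, and adjusted p = 0.404 with an estimated correlation), among them *Msmo1* (−0.73 ± 0.17) and *Sqle* (−0.51 ± 0.12).

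Further lists in this comparison were lower with few members past. NF-kB cytokine and adhesion targets had 2 of 18 lower (camera adjusted p = 7.20e-04 and adjusted p = 0.404 with an estimated correlation), *Ptgs2* (−1.67 ± 0.40) and *Tnfrsf1b*. Adipocyte markers had 2 of 8 lower (0.00290 and adjusted p = 0.404 with an estimated correlation), *Plin4* and *Cfd* (−6.25 ± 1.54), with WT HFD MAT2Ai replicate 3 the highest of all libraries at a score of 2.64 (without it the list had 0.0184 and *Cfd* −4.97), and endothelial markers 1 of 12 (8.51e-05 and adjusted p = 0.440 with an estimated correlation), *Esam* (−1.01 ± 0.24). Interferon response genes were negative in all 24 members with 0 past over all genes and 14 lower adjusted over the list alone (1.62e-06 and adjusted p = 0.450 with an estimated correlation, with *Gbp3* −1.88 ± 0.51), and lymphocyte markers in all 16 (0.00128 and adjusted p = 0.404 with an estimated correlation, with *Il7r* −1.47 ± 0.47). Fatty acid oxidation and PPARα targets were higher by the test, with 1 of 29 past, *Ehhadh*, and 7 higher and 4 lower adjusted over the list alone (0.00128 and adjusted p = 0.450 with an estimated correlation), although the mean log2 fold change was −0.28 where the median was 0.11. S3 proximal tubule genes (4.83e-04, with *Cyp2e1* 0.51 ± 0.13) and ketone body genes (0.0170, with *Bdh1* 0.50 ± 0.18) were higher, each with adjusted p = 0.404 with an estimated correlation, as were collecting duct markers (0.0317, 0.194 without WT HFD MAT2Ai replicate 1, and adjusted p = 0.482 with an estimated correlation, with *Slc26a4* 0.46 ± 0.14). AP-1 and immediate early genes did not pass as a list (0.306), though *Klf4* (−0.85 ± 0.18, 0.0343) and *Sgk1* (−1.32 ± 0.30, 0.0412) fell, and the p53 targets had 15 positive and 15 negative members (0.904).

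The fifth comparison set SP HFD MAT2Ai against WT HFD placebo, 2 groups that differ in both genotype and treatment. *Slc5a2* fell by −2.78 ± 0.42 (61.8 ± 17.7 against 424 ± 60.5 CPM, n = 5 each, edgeR quasi-likelihood adjusted p = 0.0191) among 19 genes that changed, 11 higher and 8 lower. *Ly6e* rose by 1.52 ± 0.25 (0.0191), *Pycard* by 1.22 ± 0.22 (0.0318), *Ccng1* by 0.84 ± 0.16 (0.0498), *Eda2r* by 2.33 ± 0.44 (0.0382), *Kyat1*, a transaminase that acts on sulfur and tryptophan metabolites, by 0.66 ± 0.11 (0.0191), *Exoc4* by 0.53 ± 0.09 (0.0276), *Ehhadh* by 0.45 ± 0.09 (0.0498), *Blmh* by 0.37 ± 0.07 (0.0498) and the dynein chain *Dync1li1* by 0.35 ± 0.06 (0.0191). The cytochrome *Cyp2d9* fell by −1.48 ± 0.24 (0.0191), *Pigz* by −1.30 ± 0.20 (0.0191), *B3galnt1* by −0.75 ± 0.14 (0.0318), *Itpripl2*, on the same chromosome as *Slc5a2*, by −0.75 ± 0.14 (0.0481) and *Triqk* by −0.64 ± 0.12 (0.0436).

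The 19 became 9 without WT placebo 1, 5 without WT placebo 2, 2 without WT placebo 3, 3 without WT placebo 4, 0 without SP MAT2Ai 2, 3 or 5 and 65 without SP MAT2Ai 4, against 2076 genes with an unadjusted p under 0.05 in all libraries. DESeq2 called 350 genes, the likelihood ratio test 221 and limma-voom 711.

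Of the lists in this comparison 5 were higher and 10 lower, 0 with an estimated correlation. The p53 targets had 2 of 30 members higher, *Eda2r* and *Ccng1*, and 11 adjusted over the list alone (camera adjusted p = 1.89e-09 and adjusted p = 0.0577 with an estimated correlation, fry adjusted p = 0.00273). Lymphocyte markers were negative in all 16, 4 lower adjusted over the list alone (1.89e-09 and adjusted p = 0.104 with an estimated correlation, fry adjusted p = 0.0130, with *Cd3d* −1.48 ± 0.43, *Il7r* −1.59 ± 0.47), endothelial markers in all 12, 10 lower adjusted over the list alone (3.85e-09 and adjusted p = 0.300 with an estimated correlation, with *Plvap* −0.98 ± 0.25, *Flt1* −0.63 ± 0.18), and macrophage and dendritic cell markers in all 18, 6 lower adjusted over the list alone (1.89e-09 and adjusted p = 0.300 with an estimated correlation, with *C1qc* −0.79 ± 0.19). Fibrosis and matrix genes had 7 of 25 lower adjusted over the list alone (3.85e-09 and adjusted p = 0.352 with an estimated correlation, with *Sparc* −0.67 ± 0.16, *Tagln* −0.66 ± 0.16), and 1 of 8 erythroid markers, *Hba-a2*, fell (−3.48 ± 0.56, adjusted p = 0.0191, and −2.65 without WT placebo 1; list 0.0352, 0.0753 without SP MAT2Ai 4, and adjusted p = 0.636 with an estimated correlation). Fatty acid oxidation genes were higher with *Ehhadh* as the 1 member past (0.0352, 0.280 without WT placebo 5, and adjusted p = 0.676 with an estimated correlation). The number of lists, 15, became 8 without WT placebo 4 and 9 without WT placebo 5 or SP MAT2Ai 4.

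The remaining 8 lists of this comparison passed with 0 members past over all genes or adjusted over the list alone. Higher were NF-kB components (camera adjusted p = 0.0352, 0.139 without SP MAT2Ai 2, and adjusted p = 0.648 with an estimated correlation, with *Nfkbib* 0.19 ± 0.06), glycolysis (0.0352, 0.0996 without SP MAT2Ai 3, and adjusted p = 0.636 with an estimated correlation, with *Slc2a1* 0.22 ± 0.08) and collecting duct markers (0.0378, 0.136 without SP MAT2Ai 3, and adjusted p = 0.636 with an estimated correlation, with *Slc26a4* 0.45 ± 0.14). Lower were the unfolded protein response (0.00360 and adjusted p = 0.636 with an estimated correlation, with *Sdf2l1* −0.78 ± 0.24), cholesterol synthesis (0.0352, 0.115 without SP MAT2Ai 2, and adjusted p = 0.636 with an estimated correlation), the interferon response (0.0378, 0.294 without SP MAT2Ai 5, and adjusted p = 0.708 with an estimated correlation, with *Ifi44* −0.68 ± 0.22), thick ascending limb markers (0.0352, 0.0903 without WT placebo 4, and adjusted p = 0.676 with an estimated correlation, with *Umod* −0.36 ± 0.20) and podocyte markers (0.0352, 0.139 without SP MAT2Ai 2, and adjusted p = 0.648 with an estimated correlation, with *Synpo* −0.52 ± 0.20).

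Whether the inhibitor acted differently in the genotypes was tested as an interaction, in which no gene passed, with or without the libraries labelled SP placebo 1 and 2. Among genes with a mean log2 CPM of at least 0 *Jarid2* had the smallest p, with a response 0.93 ± 0.21 higher in SP than in WT (edgeR quasi-likelihood adjusted p = 0.842), followed by *Efemp2* (−0.98 ± 0.25), *Prdm11* (−0.77 ± 0.20), *Larp4b* (0.48 ± 0.12) and *Fxyd5* (−0.77 ± 0.20; 0.842 each). *Fos* (3.63 ± 0.998) and *Egr1* (2.78 ± 0.86) responded more in SP by value, and *Havcr1* less (−2.85 ± 1.11, −0.29 without WT HFD MAT2Ai replicate 2), all with an adjusted p of 0.842. Beside these 0 genes, 903 had an unadjusted p under 0.05 where 808 were expected by chance, DESeq2 and the likelihood ratio test each called 1 gene, and limma-voom 0.

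Between genotypes 11 lists differed in their response by camera (11 without the libraries labelled SP placebo 1 and 2, of which 10 were the same), and 0 with an estimated correlation. Injury markers (camera adjusted p = 7.69e-06, 0.132 without WT HFD MAT2Ai replicate 2, and adjusted p = 0.788 with an estimated correlation, with *Plaur* −1.16 ± 0.35) and fibrosis genes (7.69e-06 and adjusted p = 0.623 with an estimated correlation, with *Postn* −2.20 ± 0.68, −1.53 without WT HFD MAT2Ai replicate 3) responded less in SP, with 24 negative members each. The macrophage (adjusted p = 0.623 with an estimated correlation, with *Cd74* −2.04 ± 0.82 but −0.32 without WT HFD MAT2Ai replicate 5) and unfolded protein (adjusted p = 0.623 with an estimated correlation, with *Asns* −1.25 ± 0.50 but −0.48 without replicate 2) lists were negative in all 18 members each. Fatty acid oxidation genes responded more in SP by the test (7.69e-06 and adjusted p = 0.623 with an estimated correlation, with *Ehhadh* 0.47 ± 0.13), although their mean was −0.10 where the median was 0.19. The p53 targets did not differ between genotypes (adjusted p = 0.923, with *Gtse1* −2.16 ± 0.80), with 17 members positive and 13 negative.

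**Figure D3:**
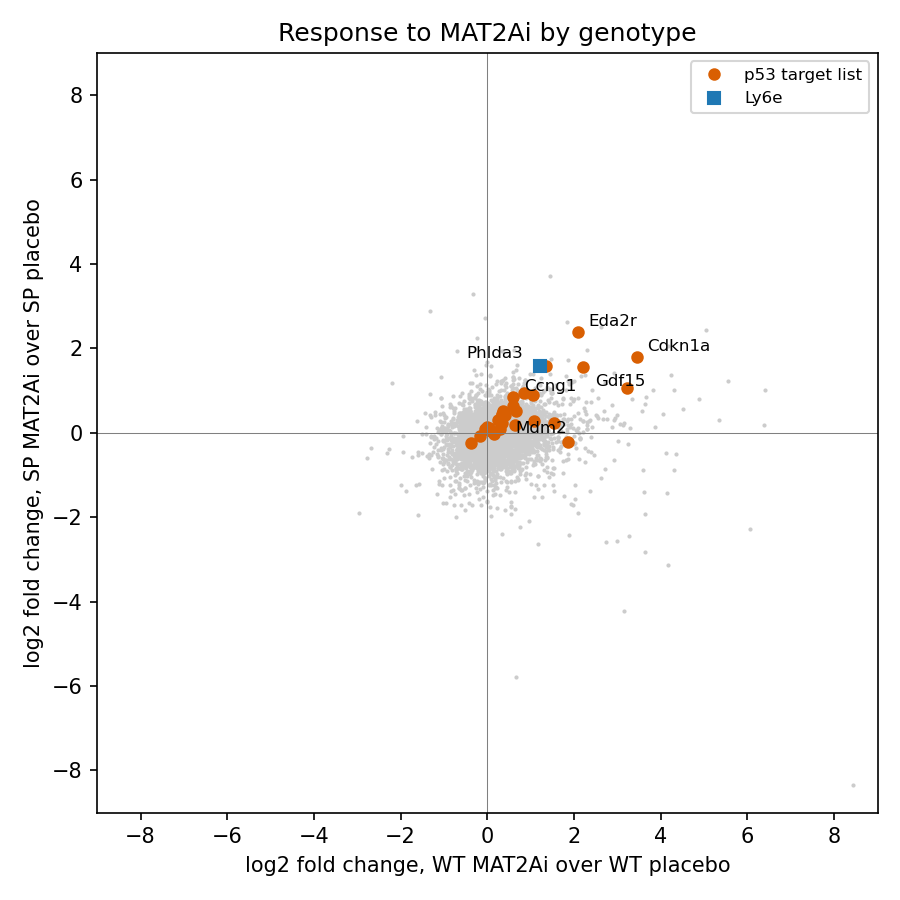
Log2 fold change of every tested gene with MAT2Ai in SP kidneys against WT kidneys (n = 5 per group), with the p53 target list and *Ly6e* marked. Most p53 targets lie in the upper right of the plot.

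The last question was whether the inhibitor moved the genes of SP kidneys back toward WT. Across 16152 genes the log2 fold changes of SP HFD placebo over WT HFD placebo and of SP HFD MAT2Ai over SP HFD placebo had a Pearson correlation of −0.239, but both share the SP HFD placebo group, and simulated data with no reversal gave −0.496 on average. The covariance, −0.0208, was less negative than in all 100 simulations (−0.0399 to −0.0334). When the 5 SP HFD placebo libraries were divided so that the 2 fold changes used different ones, the mean correlation over 20 such divisions was 0.137 (−0.0671 to 0.284), a sign opposite to reversal. Every one of these values draws on the libraries labelled SP placebo 1 and 2. Without them the correlation was −0.431, where 100 simulations with no reversal, added after that value was seen, gave −0.632 on average (−0.657 to −0.604). The main model takes 1 estimate of the spread over all libraries. WT MAT2Ai libraries, used in neither fold change, differed more (chi-square per degree of freedom up to 345) than SP placebo libraries (up to 148). A spread set too high would make simulated values too negative, so the simulations do not decide against reversal. *Fos*, with −1.93 ± 0.72 in the first direction and 3.30 ± 0.74 in the second, and *Egr1*, with −1.54 ± 0.62 and 2.73 ± 0.63, were chosen as examples after their values were seen.

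**Figure D4:**
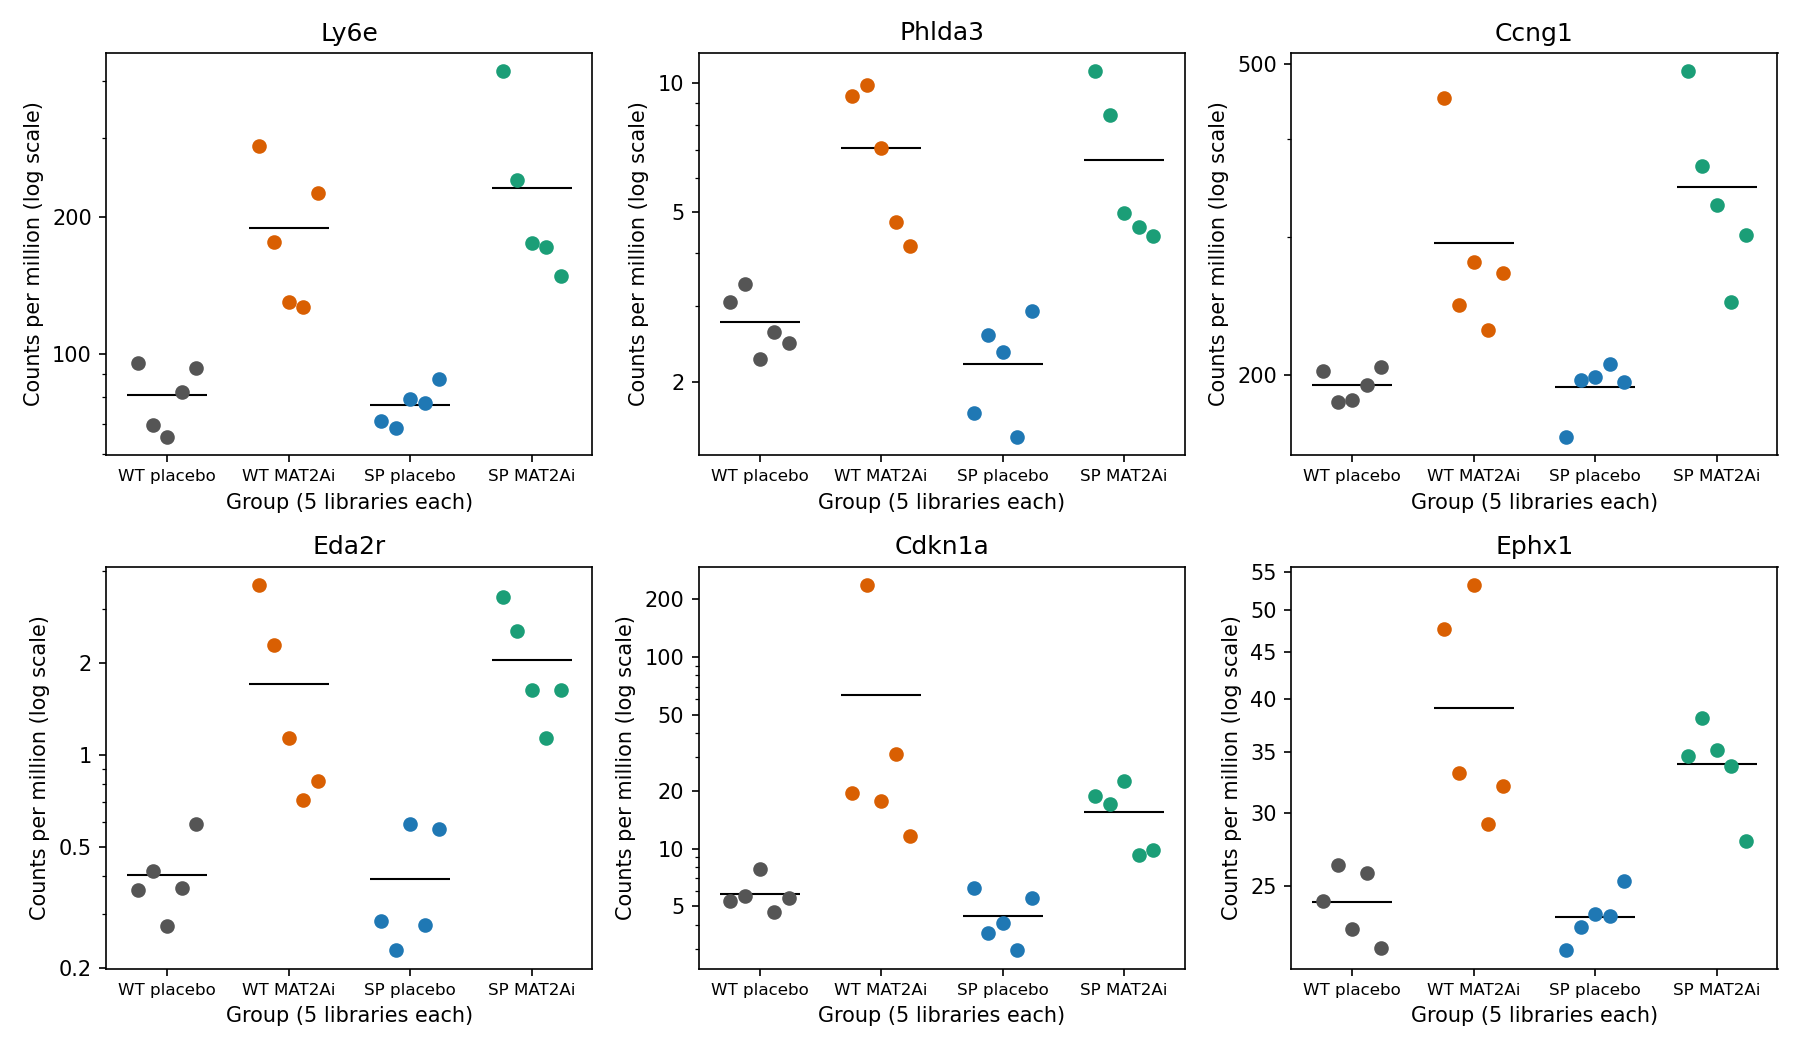
CPM of 6 genes in each library, on log axes, by group; lines are group means (n = 5). In all 6 genes every inhibitor library lies above every placebo library of the same genotype.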

Values the study reported

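For the methionine-regulated genes in mouse kidney, the study's maps of histone marks around promoters were drawn for 90 genes. The mice of the libraries analysed here received the inhibitor at 10 mg/kg, the lower of the dosages that the study tested.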

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

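The 3 tests of the injury genes in WT MAT2Ai replicate 2 were chosen after that library had been seen, while the tests of *Slc5a2* and of the AP-1 genes were written before their results. Over 584 groups of 5 libraries (each gene named here, 3 list scores, depth and the mitochondrial share in each group), 36 had a library whose gap to its nearest neighbour took so large a share of the group's range that chance gives it in about 1 in 20 groups, or 29.2 of the groups tested, which is not far below 36. Of these, 16 were WT MAT2Ai replicate 2. It was highest, with the gap as a share of the range, in *Aldoa* (0.911), *Asns* (0.821), *Cd68* (0.930), *Gdf15* (0.858), *Icam1* (0.881), *Jun* (0.729), *Lrg1* (0.752), *Mt1* (0.722), *Psat1* (0.732), *Trib3* (0.758) and the p53 list score (0.765), and lowest in *Cd3d* (0.810), *Col19a1* (0.803), *Cyp2e1* (0.787), *Nr1d1* (0.757) and *Slco1a1* (0.736). WT MAT2Ai replicate 5 was highest in *Cd74* (0.841) and *Psmb8* (0.810), and WT MAT2Ai replicate 3 lowest in *Csf3r* (0.778).

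The library labelled SP placebo 1 was lowest in *Ccng1* (0.751), *Gapdh* (0.788) and *Met* (0.760), and the library labelled SP placebo 2 highest in *Srebf2* (0.732). SP placebo 4 was lowest in *Cd68* (0.744), *Gbp3* (0.766) and *Ifi44* (0.724), and SP placebo 5 highest in *Cryab* (0.795) and *Ighm* (0.728). SP MAT2Ai 2 was lowest in *Gapdh* (0.853), SP MAT2Ai 3 in *Hba-a2* (0.818) and SP MAT2Ai 5 in *Gtse1* (0.711), and SP MAT2Ai 4 had the most gene counts (0.728). WT placebo 1 was lowest in the AP-1 list score (0.843), WT placebo 2 highest in *Cd68* (0.768) and *Mgmt* (0.790), and WT placebo 4 lowest in *Lrg1* (0.817).

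The effect of the inhibitor differed between genotypes by camera on the interaction in 11 lists, with 0 left when the correlation was estimated. The response was lower in SP for tubular injury markers (adjusted p = 7.69e-06, 0.132 without WT MAT2Ai replicate 2), fibrosis and matrix (7.69e-06), macrophage and dendritic cell markers (1.40e-05), the unfolded protein response (1.51e-05), cholesterol synthesis (3.74e-04), the interferon response (0.0106, 0.981 without WT MAT2Ai replicate 5), adipocyte markers (0.0119, 0.0755 without WT MAT2Ai replicate 3) and endothelial markers (0.0119, 0.137 without WT MAT2Ai replicate 4). It was higher for fatty acid oxidation and PPARα targets (7.69e-06), mitochondrially encoded mRNAs (0.00400, 0.0510 without SP placebo 5) and S1 and S2 markers (0.0183, 0.212 without WT MAT2Ai replicate 2).

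*Slc5a2* in the libraries labelled SP placebo 1 and 2 stood at 241 and 282 CPM. The tables argue against a larger share of S1 and S2 tubule, since the higher of the 2 libraries' medians over 15 other markers was 0.13 log2 above the SP median where *Slc5a2* was 1.89 and 2.12 above. A wild type allele or wild type RNA in these libraries could not be settled: the neighbour index, 0 for WT and 1 for SP MAT2Ai, was 0.163 and 0.126 against 0.398 to 0.840 in SP placebo 3 to 5, but it rests on 1 gene, *Itpripl2*, and ran from −0.335 to 0.484 in the WT libraries, so that WT placebo replicate 1 lay above SP placebo 5. *Pycard* and 1 other neighbouring gene were left out of that index because their values were known beforehand. *Pycard* read 2.46 and 3.41 CPM in these libraries, against 3.57 to 5.19 in SP placebo 3 to 5. It read 1.14 to 2.92 CPM in WT placebo. In 2 other genes both libraries lay with SP. *Chl1* read 1.95 and 2.03 CPM against 0.626 to 1.47 in the WT libraries, and *Bhmt* 0.626 and 0.822 against 1.01 to 3.36. *Bhmt* is reported here only from comparisons that counted these libraries as SP, so it cannot decide the question. *Chl1* also rose in SP MAT2Ai over WT MAT2Ai, a comparison without these libraries. Its values in them lay with those of SP MAT2Ai (1.44 to 2.30 CPM), but 1 gene does not settle the question. The study typed its mice from tail DNA and checked urine for glucose, which speaks for the labels although the sources used here give no result for single mice, and no biological explanation was tested.

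Tubular injury markers in WT MAT2Ai replicate 2 lay 3.02 log2 above the median of all libraries. Tables argue against depth or a few abundant genes (the 20 most abundant genes took 26.4% of its counts, inside the range of the others). An injury of this animal alone could not be settled. Of the other 4 WT MAT2Ai libraries 3 scored above every WT placebo library, so part of the rise was shared. The next highest library scored only 0.89 against 2.86, and a further injury of this animal would leave that pattern too. RNA of another tissue stays open, because neutrophil markers lay 1.26 above the median, less than the injury list but above every other library, while adipocyte (0.44), erythroid (−0.00) and lymphocyte markers (−0.19) lay below the highest other library. A response to the inhibitor that varies between WT mice is a candidate explanation that no test here decided.

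AP-1 and immediate early genes were high in SP MAT2Ai replicates 2, 3 and 5. Stress of the tissue before freezing could not be settled. Within groups the list score did not follow the heat shock score (correlation −0.00853, bootstrap −0.388 to 0.345 over 20 libraries). A correlation within groups cannot see a difference between groups, and stress that leaves heat shock genes unchanged would not show in it. Time of day at dissection stays open: the correlation with the clock phase was 0.599 (permutation p = 0.0586, Spearman 0.397), and 0.205 without the 2 libraries whose AP-1 score lay farthest out. In SP the list's p was as small in 7 of 100 regroupings and in WT in 40 of 100, so chance could not be excluded.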

How the results depend on the processing

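Chosen after seeing the data were the fits without pairs of libraries, those on the compared groups alone with the likelihood ratio or exact test, the robust fit, camera on z-scores, the exact permutation of list scores, and all values of the averaged contrasts. Genes past an adjusted p of 0.05 with edgeR quasi-likelihood numbered 3 for SP MAT2Ai against SP placebo, 0 for WT MAT2Ai against WT placebo, 0 for SP placebo against WT placebo, 298 for SP MAT2Ai against WT MAT2Ai, 19 for SP MAT2Ai against WT placebo, 0 for the interaction, 36 for MAT2Ai over both genotypes and 215 for SP over both treatments, and the methionine-regulated set held 6. In this order (methionine-regulated last) DESeq2 gave 24, 223, 8, 1245, 350, 1, 193, 915 and 30, the edgeR likelihood ratio test 20, 178, 7, 945, 221, 1, 155, 677 and 21, and limma-voom 17, 2, 4, 397, 711, 0, 70, 1341 and 35. With only the compared groups in the fit the first 5 counts were 10, 0, 0, 2 and 171 and the methionine-regulated set 22. The likelihood ratio test on those libraries gave 97, 39, 42 and 734 for the first 3 and the fifth comparison and 90 for the set, and the exact test 92, 24, 36, 723 and 89. An adjusted p under 0.1 gave 6 for the first, 1329 for the fourth and 100 for the fifth comparison, and 63 and 810 for the averaged contrasts. A fold change of at least 1.5 left 194 in the fourth comparison and 23 and 74 in the averaged contrasts. Library totals in place of TMM gave 481 in the fourth (42 higher and 439 lower, against 104 and 194), 10 in the fifth and 3 in the set, and the stricter filter gave 0 in the first. Size factors of DESeq2, upper quartile factors, no filter, library sizes without mitochondrial and the 20 most abundant genes, and the robust fit left each of these counts within 1.5 times.

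The numbers of the replicates do not pair the animals, and with the replicate number as a block the counts were 4, 0, 0, 88, 16 and 0, with 30 and 114 for the averaged contrasts and 4 for the methionine-regulated set.

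Without the libraries labelled SP placebo 1 and 2 there were 0 genes in the first, 1 in the third and 126 in the fourth comparison, 0 in the methionine-regulated set and 4 for MAT2Ai over both genotypes. Without WT MAT2Ai 2 and 3 there were 11 in the first, 0 in the fourth and 98 in the fifth, 21 in the set and 74 for SP over both treatments. Without all 4 of these libraries there were 0 in the first, 1 in the third, 1 in the fourth, 101 in the fifth, 0 in the set and 18 for MAT2Ai over both genotypes. Leaving out each library in turn gave 0 to 7, 0 to 27, 0 to 1, 0 to 774 and 0 to 65 genes in the 5 comparisons, 1 to 7 in the set, and 20 to 77 and 20 to 574 in the averaged contrasts. Fewer libraries carry less power, and otherwise the cause was not tested. *Fga* in SP MAT2Ai against WT MAT2Ai turned from −4.14 to 0.17 without WT MAT2Ai 2 and 3 and to 0.17 without all 4. Over the 754 pairs of a named gene and a comparison, 20711 of 22340 values kept their side of the threshold (409 of them with the opposite sign in a gene past it in neither fit), 973 were weaker, 654 stronger and 2 reversed.

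Lists past the threshold, 14, 12, 13, 14, 15 and 11 in the 5 comparisons and the interaction and 13 and 17 in the averaged contrasts, fell to 1, 0, 0, 0, 0, 0, 1 and 0 with an estimated correlation and to 1, 1, 0, 3, 2, 0, 1 and 2 with fry. With an estimated correlation they were 1, 0, 0, 0, 0, 0, 1 and 0 without the libraries labelled SP placebo 1 and 2, 1, 1, 0, 0, 1, 0, 1 and 0 without WT MAT2Ai 2 and 3, and 1, 1, 0, 0, 0, 0, 1 and 0 without all 4. Exact permutation of list scores, adjusted over the lists, left 0 in each of the 5 comparisons, but the smallest p that 5 against 5 can give, 0.00794, hardly passes after adjustment over 35 lists, so this 0 says nothing about stability. Leaving out each library gave 12 to 15, 9 to 15, 9 to 15, 14 to 18, 8 to 19, 10 to 14, 11 to 15 and 13 to 19 lists.

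The correlation for reversal, −0.239, was −0.0994 as a Spearman correlation, −0.368 over genes with p under 0.05 in either comparison (−0.653 on average in 20 simulations with no reversal), −0.431 without the libraries labelled SP placebo 1 and 2 (−0.632 in 100 simulations), −0.348 to −0.204 with each library left out, and 0.137 with the SP placebo libraries divided between the fold changes. The Spearman correlation and those with 1 library left out have no simulated values of their own, and the simulations for these 2 subsets were added after the data were seen. At this depth and with 5 animals per group, 53.7% of genes changed 1.5 times were recovered for SP MAT2Ai against SP placebo on simulated counts.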

Other observations

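The contrasts averaged over both genotypes and over both treatments, and the likelihood ratio and exact tests on the compared libraries alone, were chosen after the results were seen. Averaged over both genotypes (10 libraries against 10), the inhibitor raised 30 genes and lowered 6 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p under 0.05). Among p53-induced genes *Cdkn1a*, which halts the cell cycle, rose by 2.62 ± 0.45 (SE, adjusted p = 0.0120, and 1.78 without WT MAT2Ai replicate 2), the death receptor *Eda2r* by 2.23 ± 0.31 (0.00206), the stress cytokine *Gdf15* by 1.88 ± 0.38 (0.0408, and 1.19 without WT MAT2Ai replicate 2), *Phlda3* by 1.47 ± 0.20 (0.00206), the death receptor *Tnfrsf10b* by 0.90 ± 0.14 (0.00682) and *Mdm2* by 0.39 ± 0.06 (0.00609). *Ly6e* rose by 1.41 ± 0.18 (0.00128), the carboxylesterase *Ces2e* by 1.01 ± 0.20 (0.0408), *Snhg15*, a noncoding RNA, by 0.94 ± 0.18 (0.0240), *Sulf2* by 0.66 ± 0.10 (0.00479), *Ephx1* by 0.63 ± 0.09 (0.00479) and the nucleoporin *Aaas* by 0.45 ± 0.07 (0.00552). Genes that fell were the clock repressor *Nr1d1* (−0.80 ± 0.16, 0.0361), *Tmem178b* (−0.71 ± 0.13, 0.0232), the glycosyltransferase *B3galnt1* (−0.55 ± 0.10, 0.0138), the growth factor receptor *Met* (−0.43 ± 0.09, 0.0423) and the glycogen-binding *Stbd1* (−0.42 ± 0.08, 0.0181). In 22 genes, 18 higher and 4 lower, every inhibitor library lay beyond every placebo library in both genotypes, where chance gives 0.509.

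In this averaged contrast the p53 targets had 9 of 30 members higher and 18 adjusted over the list alone (camera adjusted p = 2.47e-16 and adjusted p = 0.00488 with an estimated correlation). The AP-1 and immediate early genes had 0 members past over all genes and 19 of 26 higher adjusted over the list alone (1.33e-09 and adjusted p = 0.444 with an estimated correlation), NRF2 targets were positive in 19 of 19 (6.45e-07 and adjusted p = 0.331 with an estimated correlation), and endothelial markers (5.36e-04 and adjusted p = 0.568 with an estimated correlation), lymphocyte markers (2.07e-04 and adjusted p = 0.444 with an estimated correlation) and erythroid markers (0.00103 and adjusted p = 0.430 with an estimated correlation) were lower. The 36 genes became 22 without WT placebo 4, 77 without WT MAT2Ai 4, 23 without SP placebo 1, 2 or 4, 21 without SP placebo 3, 20 without SP MAT2Ai 2 and 4 without both of the libraries labelled SP placebo 1 and 2. DESeq2 called 193, the likelihood ratio test 155 and limma-voom 70. On simulated counts 9.24% of the calls of the edgeR quasi-likelihood test were false in this contrast.

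Averaged over both treatments, 98 genes were higher in SP than in WT and 117 lower. *Slc5a2* fell by −2.06 ± 0.29 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00693), the selenoprotein *Selenow* by −0.49 ± 0.07 (0.00693), the amino acid carrier *Slc7a12* by −1.66 ± 0.32 (0.0212), the retinol receptor *Stra6* by −1.25 ± 0.25 (0.0277), *Bhmt* by −1.13 ± 0.20 (0.0202) and the contractile *Tagln* by −0.66 ± 0.11 (0.0174). *Pycard* rose by 1.05 ± 0.15 (0.00701), *Chl1* by 0.96 ± 0.16 (0.0134), the amino acid carrier *Slc6a15* by 0.61 ± 0.10 (0.0148), the ceramide enzyme *Degs2* by 0.59 ± 0.09 (0.0134) and *Mtor*, the growth kinase, by 0.29 ± 0.06 (0.0357). Fibrosis and matrix genes (3 of 25 lower, camera adjusted p = 2.01e-10 and adjusted p = 0.424 with an estimated correlation) and macrophage and dendritic cell markers (3 of 18 lower, 3.17e-10 and adjusted p = 0.424 with an estimated correlation) were lower, as were interferon response genes, 24 of 24 negative (4.47e-07 and adjusted p = 0.456 with an estimated correlation). In 19 genes the genotypes did not overlap under either treatment, where chance gives 0.509.

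The 215 genes of that contrast became 49 without WT placebo 2, 81 without WT placebo 3, 74 without WT placebo 4, 369 without WT MAT2Ai 2, 130 without WT MAT2Ai 3, 574 without WT MAT2Ai 4, 339 without WT MAT2Ai 5, 83 without SP placebo 2, 39 without SP placebo 3, 20 without SP placebo 4, and 128, 66, 107, 348 and 39 without SP MAT2Ai 1, 2, 3, 4 and 5. Without both of the libraries labelled SP placebo 1 and 2 it was 189. DESeq2 called 915 genes, the likelihood ratio test 677 and limma-voom 1341.

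Of 100 regroupings of the libraries, the true one included, 1 called as many genes as the 3 of SP MAT2Ai against SP placebo (highest other 0), 1 as many as the 6 of the methionine-regulated set (highest other 0), 1 as many as the 298 of SP MAT2Ai against WT MAT2Ai (54), 1 as many as the 19 of SP MAT2Ai against WT placebo (3), 1 as many as the 36 of the averaged inhibitor contrast (1) and 1 as many as the 215 of the averaged genotype contrast (1), so chance alone can be excluded for these counts. The p of the p53 list was as small in 1 of 100 regroupings in SP and in 1 of 100 in WT, so chance alone can be excluded there as well. For the 0 genes of WT MAT2Ai against WT placebo (100 of 100, highest other 5), SP placebo against WT placebo (100 of 100, 1) and the interaction (100 of 100, 1) the regroupings decide nothing, since every grouping calls at least 0 genes. Counts of lists were seldom reached by regroupings for the 14 of SP MAT2Ai against SP placebo (4 of 100, highest other 14), the 15 of SP MAT2Ai against WT placebo (4 of 100, 16) and the 17 of the averaged genotype contrast (3 of 100, 17). Other regroupings still called as many lists or more, and these shares were not adjusted over the comparisons, so chance is not excluded. Nor is it for the 12 of WT MAT2Ai against WT placebo (48 of 100, 17), the 13 of SP placebo against WT placebo (12 of 100, 16), the 14 of SP MAT2Ai against WT MAT2Ai (18 of 100, 17), the 11 of the interaction (47 of 100, 17) and the 13 of the averaged inhibitor contrast (21 of 100, 17).

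At an adjusted p under 0.1 the set of genes higher in SP MAT2Ai than in SP placebo held 6 genes with the edgeR quasi-likelihood test. The study's set was larger. Among alternatives tried after the data were seen, the likelihood ratio test on the 10 compared libraries alone gave 90 genes and the exact test 89.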
